A study of Zea mays with 110 samples. Its data were reported in "MaizeCODE reveals bi-directionally expressed enhancers that harbor molecular signatures of maize domestication" (2024).

How the data were processed

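Peak lists of 78 libraries were used: 72 histone libraries (H3K27ac, H3K4me1 and H3K4me3 in coleoptilar nodes, ears, endosperm and root tips of B73, NC350 and W22, 2 replicates each), 2 H3K27ac libraries of TIL11 ears, and 2 libraries each of GT1 and TU1A from ears of bd1;Tunicate plants in B73. Per the labels, ears of B73, NC350 and W22 were 5 to 10 mm long, endosperm was taken 15 days after pollination, and root tips of 1 to 3 mm and node sections of 5 mm were taken on day 5. The 32 input libraries had no list of their own. The replicates are biological replicates per the study's methods.

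The authors trimmed adapters with cutadapt, aligned reads with Bowtie2 to the genome of each line and called peaks with MACS2 for each replicate against an input library; the submitters' processing notes also name deepTools and give no versions. Per the deposited files, H3K4me1 lists hold broad peaks and all others narrow peaks with summits. In each deposited list the authors give per peak the fold enrichment over the input background (a ratio), a -log10 p-value, a -log10 q-value and a score that restates the -log10 q. The lowest -log10 q values of the deposited lists with at least 1000 intervals lie close to 1.30 for narrow and 1.00 for broad peaks. These values were used only to rank peaks within 1 list and to set a stricter threshold, a -log10 q of 5 for every list. This threshold falls unequally on broad and narrow lists. In B73 nodes the median -log10 q was 3.92 and 3.32 for H3K4me1 and 80.2 and 91.3 for H3K4me3. The marks of 1 line, tissue and replicate share an input library, except that H3K4me3 of B73 ears had another input than the other 2 marks. For its own peak sets the study merged replicates and compared pseudo-replicates, for which reads are needed, so the regions here are other calls.

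Lines of a list that give 1 interval with several summits were counted as 1 interval, on chromosomes 1 to 10; intervals on scaffolds were set aside. A reproducible region was a merged union of the intervals of replicates 1 and 2 that held at least 1 interval of each. A group of line, tissue and mark needed at least 1000 intervals in each replicate, which left out H3K27ac and H3K4me1 of NC350 endosperm. The peak lists give no read counts, so the depth per library is unknown from them and precision is limited by the number of libraries; the number of intervals stands in for it. The replicates' intervals overlapped with a Jaccard index from 0.000288 in NC350 endosperm H3K4me1 to 0.842 in W22 ears H3K4me1.

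Genes of B73 came from RefSeq on Zm-B73-REFERENCE-NAM-5.0 (47019 genes on chromosomes 1 to 10). The build was checked: between 58.4% and 93.3% of the regions of a tissue and mark lay at a gene end, against 10.0% to 21.3% after rotation. The gene table gives no strand, so windows of 1 kb either side of both gene ends took the place of windows at transcription start sites, a departure from the plan made when the table was seen. Without the genome sequence, the planned motif test was not run. Distal means over 2 kb from any gene. Lines other than B73 were mapped to their own genomes, and no coordinates were compared between lines. Of 121 members of 8 gene lists (domestication and architecture, inflorescence development, endosperm storage and filling, root development, photosynthesis, anthocyanin pathway, embryo markers, housekeeping), 85 matched 1 gene, 30 matched none, among them b1, and 6 matched several; the rest were not analysed here.

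Numbers of intervals were compared between tissues on the log10 scale by an exact permutation test, 6 libraries against 6, adjusted by Benjamini-Hochberg over 18 tests. Shares were compared over groups or libraries by exact sign-flip permutation tests. Tissue-specific gene ends had the mark in both replicates of 1 tissue and in no library of the other tissues; 100 groupings of the 8 libraries into pairs showed how many genes other pairs give. Gene lists were tested by Fisher's exact test against all other genes, adjusted over 32 tests. Overlaps with factor peaks were compared with 1000 shuffles, overlaps of marks with 100 rotations along chromosomes, and TIL11 with maize by an exact permutation test over 28 splits. All tests were two-sided, except those against shuffles, which were one-sided.

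The tests of the comparisons and the genes to be named were chosen before the data were examined: the domestication loci; of each other list the genes with tissue-specific H3K27ac and up to 4 more in list order; per tissue up to 5 genes with a symbol and both marks specific; and per factor the 6 peaks highest within both replicates. Genes outside this rule are pbf1's and mn1's H3K4me3 calls and the 4 zein genes of the H3K4me3 list test, the 9 MADS-box genes and the further zeins of the closing part, which were chosen after their values were seen. Alternatives were a -log10 q of 5 or more, 15000 intervals per library, other distances and overlaps, left-out replicates, the replicate number as a block, and, chosen after seeing the data, leaving out NC350 endosperm, W22 endosperm and root tips, or B73 nodes, windows over whole genes, tissues exchanged within lines, and the same tissues for every mark.

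Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. The steps were tested on simulated data: interval functions equalled bedtools 2.31.1 or direct enumeration in 20 of 20 comparisons and the exact tests equalled scipy in 30 of 30. For tissue-specific gene ends, 799 of 800 genes planted among 47019 were recovered. Other simulated peaks were kept away from the planted windows, so this checked the calling step and not the accuracy of calls in the real lists. For the gene lists, a planted list of 20 with 10 specific members gave p = 1.17e-11 by Fisher's exact test, and 2 of 200 random lists of that length had an unadjusted p under 0.05.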

Results

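Active chromatin was mapped in maize (Zea mays) by chromatin immunoprecipitation and sequencing of 3 histone marks: H3K27ac, which marks active promoters and enhancers, H3K4me3, which marks the starts of active genes, and H3K4me1, which lies over the bodies of active genes in plants. The inbred lines B73, NC350 and W22 were sampled in coleoptilar nodes (the seedling shoot node), immature ears, endosperm and root tips, with 2 replicates per line, tissue and mark, which gave 72 histone libraries. H3K27ac was also mapped in ears of TIL11, a teosinte inbred from the wild relatives of maize, with 2 replicates. The transcription factors GT1, a homeodomain protein that restrains bud growth, and TU1A, a MADS-box protein whose gene causes the tunicate (pod corn) trait, were mapped as YFP fusions in proliferating ears of B73 plants with the bd1 and Tunicate mutations, with 2 replicates each. Of the 110 samples, 78 had a peak list and 32 were inputs. A histone library held between 4 and 101019 intervals on chromosomes 1 to 10, and a factor library between 1952 and 4367; the lists give no read counts, so the depth behind an interval is unknown from them.

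The first comparison asked whether the number of marked intervals differed between tissues. The geometric mean number of H3K27ac intervals per library (n = 6) was 69702 in coleoptilar nodes, 50355 in ears, 52539 in root tips and 6684 in endosperm. H3K27ac intervals were 10.4-fold more numerous in nodes than in endosperm. H3K4me1 was mapped to 1.73-fold more intervals in nodes than in ears, and ears held 0.515 times as many as root tips. H3K4me3 intervals were fewest in endosperm, 28247 against 67816 in root tips, a ratio of 0.417. These 4 of the 18 tissue pairs passed a two-sided exact permutation test of 6 against 6 libraries after Benjamini-Hochberg adjustment (adjusted p = 0.0130 for the first 3 and 0.0487 for H3K4me3). The same 3 lines recur in every tissue, and 0 of 18 pairs passed when tissues were exchanged within lines only, a test chosen after seeing the data (lowest adjusted p = 0.0556, exact permutation test; 3 of the 4 pairs had the smallest raw p it can give, 0.00926). With a -log10 q of 5 or more, 1 of the 4 pairs still passed, H3K27ac in nodes against endosperm; the other 3 differences were no smaller, on the log10 scale 0.27 and -0.34 for the H3K4me1 pairs and -0.43 for H3K4me3, but their adjusted p was 0.957, 0.765 and 0.0724 (exact permutation test). The endosperm values rested in part on NC350, whose replicate 2 held 9 H3K27ac and 4 H3K4me1 intervals; without NC350 endosperm, an alternative also chosen after seeing the data, the excess in nodes was 0.29 on the log10 scale in place of 1.02, and the H3K4me3 difference no longer passed (adjusted p = 0.154, exact permutation test). In W22 endosperm and root tips, 5 of the 6 lists labelled replicate 2 overlapped another mark more than that of their label. Without these 2 tissues of W22, an alternative chosen after seeing the data, 14 of 18 pairs passed. The order of nodes and root tips turned there, with 0.811 times as many H3K27ac intervals in nodes as in root tips, whose W22 replicate 2 held 6746.

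**Figure D1:**
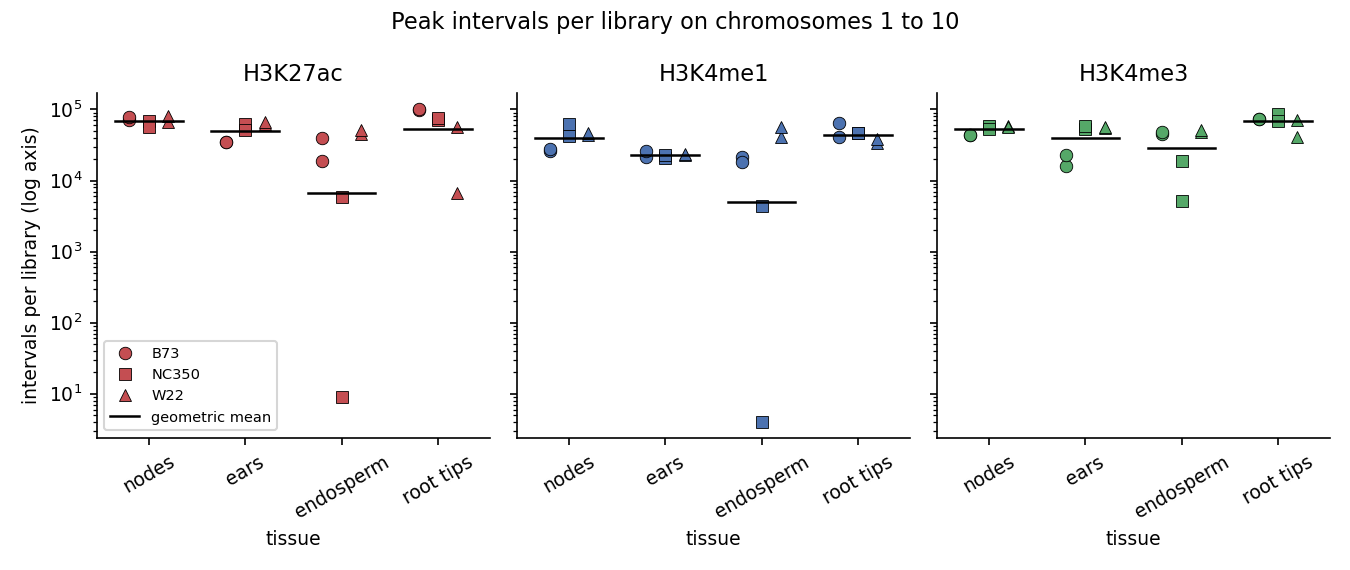
Peak intervals per library on chromosomes 1 to 10 (log axis) by tissue, 1 panel per mark; each point is 1 library, its shape gives the inbred line, and the bar is the geometric mean of 6 libraries. The NC350 endosperm libraries with 9 and 4 intervals sit far below all others, and the geometric means of nodes lie between 39469 and 69702.

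H3K27ac regions were shared with H3K4me3 more than with H3K4me1. Over 11 groups of line and tissue, 69.4% ± 18.2 (SD, n = 11) of the H3K27ac regions found in both replicates overlapped an H3K4me3 region, and 49.0% ± 19.5 overlapped an H3K4me1 region. Regions moved at random along their chromosomes overlapped them in 7.13% and 8.06% of cases. B73 endosperm stood furthest apart, with 91.0% of its 15022 H3K27ac regions under H3K4me3 and 20.1% under H3K4me1. On average 39.5% of the regions carried both methylation marks and 21.1% carried neither. The difference of 20.4 points was positive in 10 of 11 groups (two-sided exact sign-flip permutation test over groups, p = 0.00684). The test takes the groups as independent, but they are tissues of only 3 lines, so this p overstates the evidence. The labels of W22 endosperm and W22 root tips are doubtful, and both groups entered this mean and test. W22 endosperm gave -12.2 points. The largest difference was 70.9 points, in B73 endosperm. W22 root tips counted among the 10 positive groups and also raised the mean. Of their only 2014 regions, 72.7% overlapped H3K4me3 and 8.74% H3K4me1, the latter no more than after rotation. With the intervals of replicate 2 alone the mean difference was 10.4 points and did not pass (exact sign-flip permutation p = 0.243), with -34.6 points in W22 endosperm, whose labels are doubtful. Replicate 2 was also negative in B73 nodes (-3.33 points), B73 root tips (-0.17) and W22 nodes (-2.64). Replicate 1 was negative in NC350 nodes (-4.22 points). The other replicate of each of these groups was positive. Both replicates were positive in ears of all lines, B73 endosperm, NC350 root tips and W22 root tips. With 15000 intervals per library the mean difference was 12.6 points. It was 51.5 points with a -log10 q of 5 or more, a threshold that falls unequally on broad and narrow lists.

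**Figure D2:**
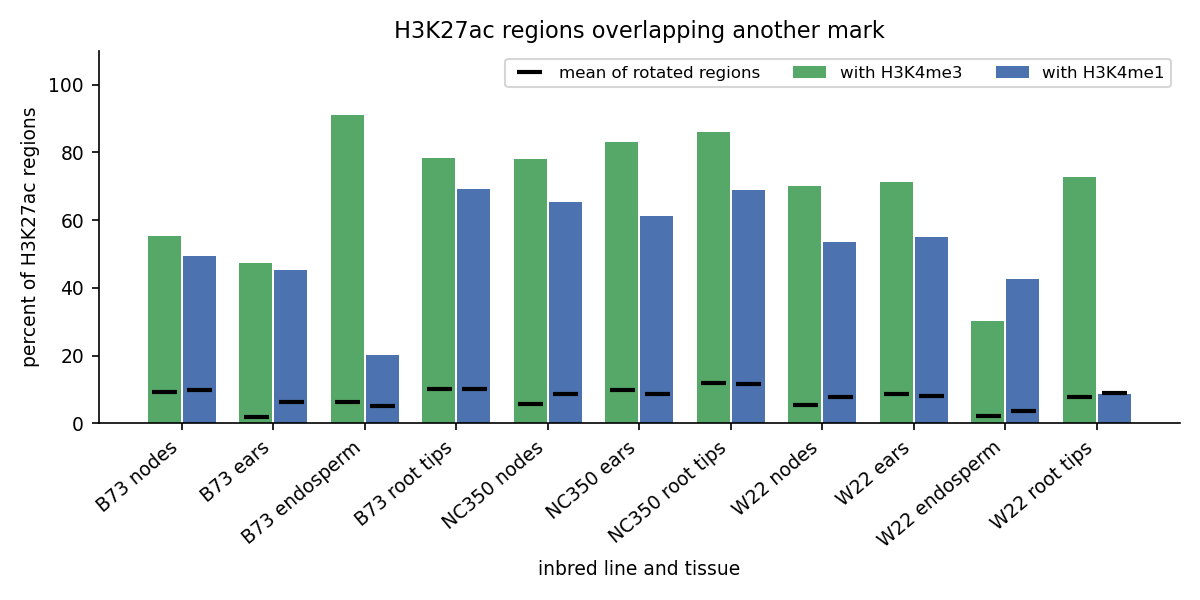
Percent of H3K27ac regions (vertical axis) that overlap an H3K4me3 (green) or H3K4me1 (blue) region in each inbred line and tissue; black dashes give the mean of 100 rotations of the regions. The green bar is the higher one in 10 of 11 groups, and the blue bar of W22 root tips lies at the rotated level.

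The next comparison asked which mark is most alike between tissues of one line. H3K4me1 was, with a mean Jaccard index (shared over total base pairs) of 0.584 ± 0.087 (SD, n = 3 lines) between pairs of tissues, against 0.335 ± 0.139 for H3K27ac and 0.313 ± 0.050 for H3K4me3. H3K4me1 had the highest index in each of the 3 lines. Its lists hold broad peaks and the others narrow ones, with median widths of 3021 bp against 1271 bp for H3K27ac in B73 ears replicate 2. Peak type and mark therefore cannot be told apart in this index. The W22 values include the replicate 2 lists of endosperm and root tips, whose labels are doubtful. In NC350, endosperm entered for H3K4me3 alone; with the same tissues for every mark, an alternative chosen after seeing the data, its H3K4me3 index was 0.458 in place of 0.255, still under the 0.650 of H3K4me1, and H3K27ac minus H3K4me3 over the lines became -0.045. In B73, regions marked in all 4 tissues made up 31.6% of the H3K4me1 regions but held 64.6% of their base pairs, and 17.9% of the H3K27ac regions with 30.3% of the base pairs. H3K27ac regions of B73 that were found in 1 tissue lay mostly in nodes, 16829, against 2526 in root tips, 1303 in ears and 95 in endosperm. The difference of -0.249 between H3K27ac and H3K4me1 could not pass a test, because 3 lines allow no p under 0.25 in the exact sign-flip test (p = 0.25). It changed sign, to 0.0112, when intervals with a -log10 q under 5 were removed, a threshold that falls unequally on broad and narrow lists.

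Tissue specificity was compared between H3K27ac regions with and without H3K4me1 nearby. H3K27ac regions without H3K4me1 within 1 kb were found in 1 tissue more often, 13.1% ± 12.5 (SD, n = 11 groups), than regions with it, 7.52% ± 6.29. The contrast was widest in B73 nodes, where 44.1% of 31393 regions without H3K4me1 and 9.43% of 31774 regions with it were absent from the other tissues. B73 ears went the other way, with 2.31% against 6.24%. The mean difference of 5.60 points was positive in 8 of 11 groups (two-sided exact sign-flip permutation test, p = 0.0361). Its size depended on the setting: it was 2.69 points without B73 nodes, an alternative chosen after seeing the data (exact sign-flip permutation p = 0.0723). With a -log10 q of 5 or more, which falls unequally on broad and narrow lists, it was 0.658 (exact sign-flip permutation p = 0.912). It was larger, 19.1 points, without replicate 1 (exact p = 0.00391) and 13.2 with 15000 intervals per library (exact p = 0.00195). These tests take the groups as independent, but they are tissues of only 3 lines. The other tissues of a line also define the classes, so the p-values overstate the evidence. Regions were compared with 2 other tissues in NC350 and with 3 in B73 and W22. W22 endosperm and W22 root tips, whose labels are doubtful, entered too, and W22 root tips held only 2014 regions.

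In B73, whose gene annotation could be used, most H3K27ac lay at genes, and intervals found in 1 tissue lay mostly away from genes. Of the H3K27ac intervals of a library, 23.4% ± 6.80 (SD, n = 8) lay over 2 kb from any gene. Among intervals found in 1 tissue, 68.5% ± 16.8 were distal, against 7.70% ± 0.87 of intervals that overlapped an interval in each of the other tissues. The share was highest in ears, where 91.0% and 97.4% of the specific intervals of the 2 replicates were distal, and lowest in root tips replicate 1 with 52.3%. These 2 ears lists also held 17.1% and 12.8% of their intervals on scaffolds, which were set aside. H3K27ac regions of both replicates included 20927 distal regions in nodes, 12912 in root tips, 4676 in ears and 1430 in endosperm. The difference of 60.8 points was positive in 8 of 8 libraries (two-sided exact sign-flip permutation test, p = 0.00781, the smallest 8 libraries can give). The test takes the 8 libraries as independent, but they are 2 replicates of each tissue of B73. The lists of the other tissues also define the classes of each library. This p therefore overstates the evidence, and with tissues as units no p under 0.05 could be reached. With 15000 intervals taken from each library it was 23.5 points.

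**Figure D3:**
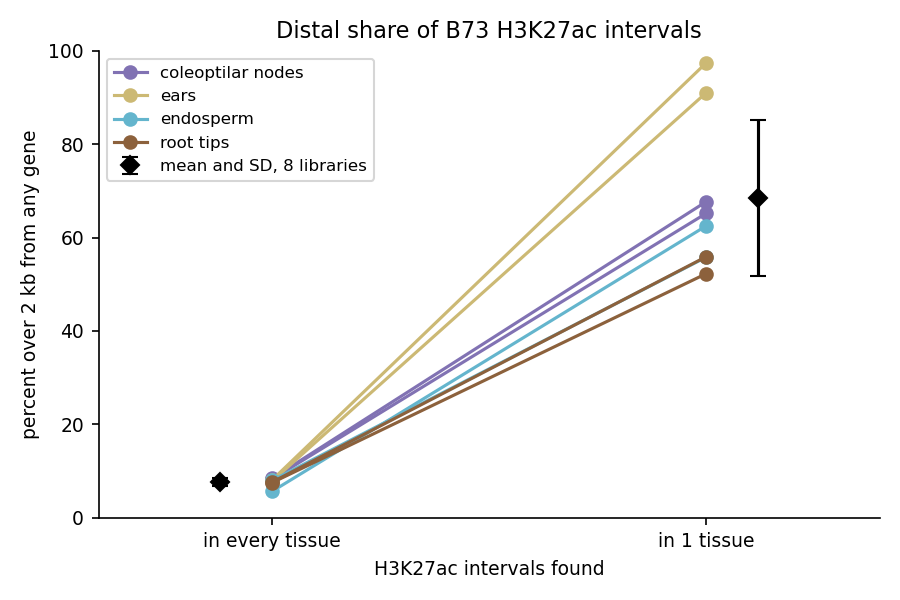
Percent of B73 H3K27ac intervals over 2 kb from any gene (vertical axis) among intervals found in every tissue and among intervals found in 1 tissue; each line joins the values of 1 library, and diamonds with bars give mean and SD. All 8 lines rise, from 7.70% to 68.5% on average.

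Distal H3K27ac of B73 was also poor in H3K4me1. An H3K4me1 interval of the same replicate lay within 1 kb of 65.9% ± 18.5 (SD, n = 8) of the local H3K27ac intervals and of 22.6% ± 15.5 of the distal ones. In nodes the shares were 75.1% and 12.7% in replicate 1. Root tips kept H3K4me1 at the largest share of distal intervals, 41.4% in replicate 1, and endosperm at the smallest, 3.42% in replicate 2. The difference of 43.3 points was positive in 8 of 8 libraries (two-sided exact sign-flip permutation test, p = 0.00781). Here too replicates of the same tissue were taken as independent libraries, so the p-values of this comparison overstate the evidence. The lowest difference was 11.9 points, in ears replicate 1. With a -log10 q of 5 or more the mean difference was 24.0 points (exact sign-flip permutation p = 0.0469), but this threshold falls unequally on broad and narrow lists.

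Marks at the ends of annotated genes were then compared between the tissues of B73. H3K27ac lay at an end of 13580 of 47019 genes in all 8 libraries. It was specific to 1 tissue, present in both replicates and absent from all other libraries, at 951 genes, of which 839 were specific to nodes, 61 to root tips, 39 to endosperm and 12 to ears. Of the 839 genes of nodes, 334 are protein-coding, 7.99% had H3K4me1 over the body against 51.5% of all genes, and 25 were also specific to nodes for H3K4me3, against 2.59 expected if the marks were called independently. H3K4me3 gave 1188 such genes with another order, 629 in root tips, 411 in endosperm, 145 in nodes and 3 in ears. Both marks were specific to endosperm at 22 genes, against 0.341 expected if the marks were called independently, and the 9 of this group that carry a symbol were alpha-zeins, the main storage proteins of the kernel. The first 5 by H3K27ac rank were z1B_6, z1B_1, z1B_7 and z1B_3 on chromosome 7 and z1C1_6 on chromosome 4, which had both marks at their ends in both endosperm replicates and in no library of another tissue. Of these 5, z1B_6 and z1B_1 are annotated as protein-coding and the other 3 as pseudogenes. At z1B_6 (chromosome 7, 19392052 to 19392917, RefSeq annotation of Zm-B73-REFERENCE-NAM-5.0) the H3K27ac enrichment was 3.03-fold and 3.21-fold over input in the 2 replicates. Among the other groups specific for both marks, 25 in nodes and 11 in root tips, no gene carried a symbol. The near-identical zein copies share reads, so a peak at 1 copy is uncertain. The 951 genes were the most found in 100 groupings of the 8 libraries into pairs, but another grouping gave 902. The sets of genes depended on the settings: with 15000 intervals per library root tips led with 847 genes, before nodes with 594, endosperm with 462 and ears with 358, and 30 of the 839 genes of nodes, 9 of the 39 of endosperm, 1 of the 61 of root tips and 1 of the 12 of ears were called again, a window of 500 bp kept 480 of the 839, and a -log10 q of 5 or more left 2 genes in endosperm. The H3K27ac count depended on single libraries: it was 1509 without root tip replicate 1 and 1599 without root tip replicate 2, and the endosperm part was 297 without endosperm replicate 2 and 85 without endosperm replicate 1. The ears part was 127 without ears replicate 2 and 43 without ears replicate 1, and the root tip part was 356 and 195 without root tip replicates 1 and 2. The nodes part was 1352 without root tip replicate 2, the root tip part 113 without nodes replicate 1, and the ears part 19 without endosperm replicate 1.

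**Figure D4:**
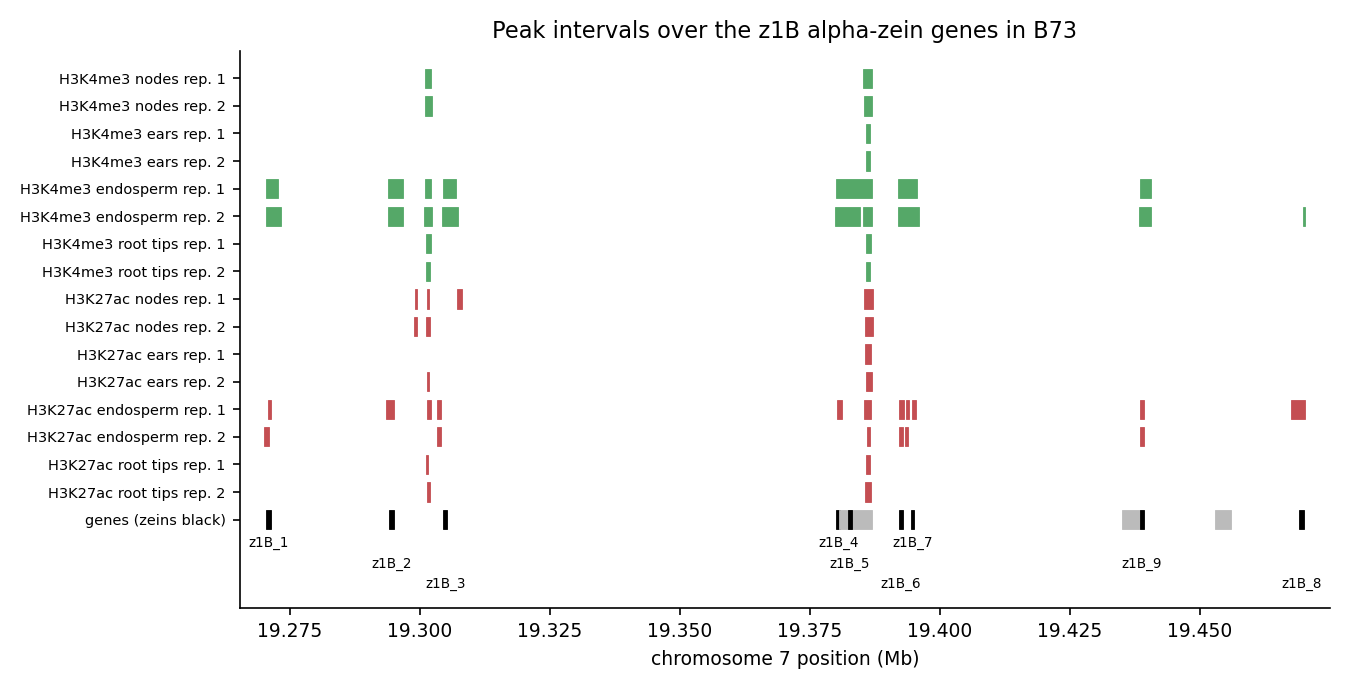
H3K4me3 (green) and H3K27ac (red) peak intervals of each B73 library over the z1B alpha-zein genes (black; other genes grey) on chromosome 7, position in Mb. Within 1 kb of the ends of z1B_1, z1B_3, z1B_6 and z1B_7, both endosperm replicates of both marks have an interval and the other tissues have none.

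Gene lists fixed beforehand described known functions. Over all 47019 genes, H3K27ac marked an end in both replicates at 36394 in nodes, 33407 in root tips, 27285 in ears and 14793 in endosperm. H3K27ac marked the ends of all 18 matched genes of inflorescence development in nodes and in root tips, of 15 in ears and of 7 in endosperm. The homeobox gene kn1, which maintains the shoot meristem, was marked in both replicates of all 4 tissues, whereas bd1 and ra3, which set the branching of the inflorescence, were unmarked in endosperm. Of 12 photosynthesis genes, 12 were marked in nodes, 10 in root tips, 7 in ears and 1 in endosperm, where pep1 (the carboxylase of C4 carbon fixation) and ppdk1 had an interval in 1 replicate and me3 and ssu1 in none. Of 9 anthocyanin genes, 9 were marked in nodes and in root tips, 3 in ears and 2 in endosperm; the regulators r1, pl1 and c1 and the chalcone synthase gene c2 were among those in nodes and root tips. All 6 embryo markers, such as the oleosin genes ole1 and ole3, vp1 and lec1, were marked in nodes and in root tips, 3 in ears and 0 in endosperm. H3K4me3 was the more frequent mark in endosperm, at 31583 of all genes against 15191 in ears, and likewise in these lists: in endosperm it marked 17 of 18 inflorescence, 10 of 12 photosynthesis, 7 of 9 anthocyanin and all 6 embryo genes, and in ears 11, 1, 1 and 1 of them. The housekeeping genes act1, tub4 and tua1 were marked in both replicates of every tissue, and tub1 in 1 endosperm replicate. In the root list, rth3 and rtcl1 were marked in both replicates of all tissues, wox5b in nodes and root tips, and rtcs1 in none. Among endosperm genes, the activator o2 was marked in nodes and endosperm, o10 in every tissue, pbf1 in nodes and root tips, and fl2 in none.

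None of the 32 list-by-tissue tests passed for genes specific to 1 tissue (Fisher's exact test with Benjamini-Hochberg adjustment, 0 of 32 at an unadjusted p under 0.05 as well); the lowest raw p was 0.102, for ra1 in the domestication list in nodes. Few genes were specific outside nodes (12 in ears, 39 in endosperm and 61 in root tips), so these tests had little chance to find an excess there. With 15000 intervals per library none passed either. The lowest adjusted p was 0.261 (Fisher's exact test), for 2 inflorescence genes specific to ears and 2 storage genes specific to endosperm (odds ratios 16.4 and 11.2). With H3K4me3 in place of H3K27ac, 1 test passed: 4 of 20 endosperm storage genes were specific to endosperm (Fisher's exact test, odds ratio 28.6, adjusted p = 0.000798). These were the zein genes fl2, dzs10, dzs18 and gz50, each with H3K4me3 in both endosperm replicates and in no other tissue. H3K4me3 at pbf1, a regulator of zein genes, was specific to root tips, and at mn1, which encodes a cell wall invertase, to nodes.

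At the domestication and architecture loci, tb1, which represses branching, had H3K27ac at its ends in both replicates of all tissues. A further H3K27ac region of nodes (chromosome 1, 272264285 to 272267414) and of root tips lay 63429 bp and 63356 bp from tb1 on the side of lower coordinates, absent from ears and endosperm, and 2 TU1A peaks lay inside the node region (272265643 to 272266144 and 272266544 to 272267177). Another annotated gene lies within 2 kb of these regions and peaks, so they are not tied to tb1 by position. The ramosa gene ra1, which sets branching of the inflorescence, had H3K27ac in both replicates of nodes and in no library of the other tissues, with a distal node region 14691 bp to one side and another 45625 bp to the other. H3K4me3 lay at the ends of ra1 in both replicates of nodes and of root tips. With 15000 intervals per library no gene of this list was specific to nodes for H3K27ac. At gt1, H3K27ac covered the gene in nodes, ears and root tips, and TU1A peaks lay 9339, 8345 and 6147 bp from it on one side and 727 bp on the other. At tga1, which shapes the hard fruit case of teosinte, a GT1 peak lay 144 bp and a TU1A peak 1719 bp from the gene. At tu1 a GT1 peak lay over the gene and a TU1A peak 138 bp away, and at fea4, a regulator of meristem size, a TU1A peak lay 57 bp away. These positions are values with no test.

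GT1 and TU1A peaks, the binding sites set against active chromatin, fell largely in H3K27ac regions of nodes and root tips, which also cover the most sequence. Both replicates supported 570 GT1 and 1367 TU1A peaks. The replicates agreed poorly for GT1: 21.4% of the peaks of replicate 1 and 14.9% of those of replicate 2 overlapped the other replicate. For TU1A these shares were 31.4% and 70.3%. Of the 570 GT1 peaks, 88.9% lay in H3K27ac regions of nodes, 51.4% in those of root tips, 13.7% in those of ears and 5.61% in those of endosperm. TU1A gave 93.6%, 71.1%, 22.7% and 14.0% in the same order. Over shuffled peaks, nodes, root tips and ears gave 8.16-fold, 7.35-fold and 4.36-fold for GT1, and endosperm gave the lowest excess. For TU1A, nodes, root tips, ears and endosperm gave 8.82-fold, 10.6-fold, 7.60-fold and 10.7-fold. Shuffled TU1A peaks lay in H3K27ac in 10.6% of cases in nodes, 6.73% in root tips and 1.32% in endosperm. A share cannot exceed all peaks, so the fold in nodes had the lowest ceiling, and these folds do not rank the tissues. At the strongest TU1A peak, over NF-YA4 (chromosome 1, 179007597 to 179008247), the enrichment was 85.5-fold and 81.1-fold in the 2 replicates, and the peak lay in H3K27ac of nodes, ears and root tips; the sixth strongest, with the same 3 tissues, lay over MADS4 on chromosome 7. The third strongest GT1 peak lay 1562 bp from LOB38 (chromosome 5, 19306444 to 19307276), in H3K27ac of nodes and root tips, and the strongest was in no H3K27ac region. At least 1 tissue held 90.2% of GT1 and 94.2% of TU1A peaks, and 40.9% (95% exact binomial interval 36.8 to 45.0) and 43.3% (40.7 to 46.0) were distal. The 8 shares exceeded 1000 shuffles of the peaks along their chromosomes (permutation p = 0.000999 each, the smallest they can give). With 15000 H3K27ac intervals per library the shares in nodes were 17.4% for GT1 and 23.3% for TU1A, and those in ears 7.02% and 12.4%.

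**Figure D5:**
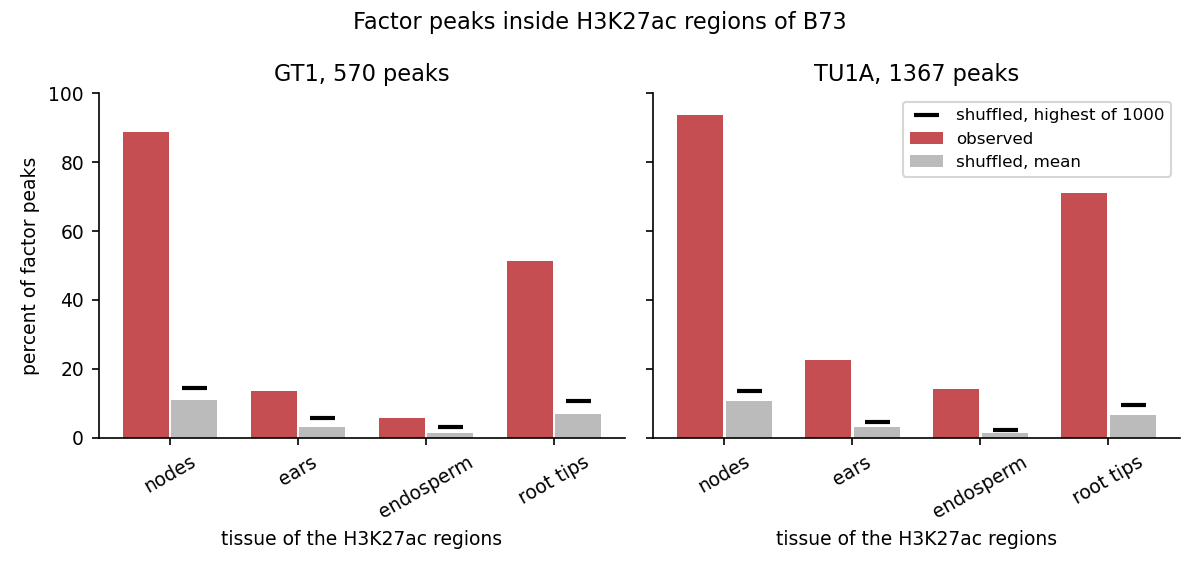
Percent of the 570 GT1 and 1367 TU1A peaks (vertical axis) that lie in H3K27ac regions of each B73 tissue (red), with the mean (grey) and the highest (black dash) of 1000 shuffles. Observed shares are highest in nodes (88.9% and 93.6%) and lie above the highest shuffled value in all 4 tissues.

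GT1 and TU1A shared few sites, yet more than chance placed together. Of the 570 GT1 peaks, 40 (7.02%) overlapped a TU1A peak, against 0.373 on average when GT1 peaks were shuffled along chromosomes. Within H3K27ac regions 37 peaks were shared against 3.30 when shuffled among these regions, an 11.2-fold excess (permutation p = 0.000999, the smallest 1000 shuffles can give). The tu1 gene had a GT1 peak over it (chromosome 4, 183880531 to 183881197) and a TU1A peak 138 bp beside it (183884116 to 183884425). These 2 peaks do not overlap and are not among the 40. The share was 1.51% with GT1 replicate 2 alone, 3.48% with GT1 replicate 1 alone and 14.0% with TU1A replicate 1 alone, each above the shuffled peaks. The excess within H3K27ac regions was 3.34-fold with GT1 replicate 2 alone and 7.44-fold with GT1 replicate 1 alone.

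Ears of the teosinte TIL11 held fewer H3K27ac intervals than ears of the 3 maize lines. The number differed by -0.71 on the log10 scale, a ratio of 0.196 (2 libraries against 6), and the covered length by -0.63, a ratio of 0.234. The median interval width differed by -0.053. The two-sided exact permutation test gave p = 0.0357 for number and covered length, the smallest its 28 splits allow, and 0.464 for width; after adjustment over the 3 measures the first 2 reached 0.0536 and did not pass. The 2 TIL11 libraries differed 9.97-fold, 3133 against 31237 intervals, and the difference in number was -0.21 without replicate 1 and -1.21 without replicate 2 (exact permutation p = 0.143 each, the smallest such a comparison can give). The covered length differed by -0.26 without replicate 1 (exact permutation p = 0.286). The lines were mapped to their own genomes, so no position was compared between them.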

Values the study reported

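The study reported around 33,000 H3K27ac peaks in immature ears of B73 and more than 25,000 distal H3K27ac peaks in coleoptilar nodes.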

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

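The tests of the W22 labels, the scaffolds, the factor peaks and the groupings of libraries were chosen after the results were seen.

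Of the 6 W22 lists of replicate 2 from endosperm and root tips, 5 overlapped another mark more than that of their label. The endosperm list labelled H3K4me1 had a mean Jaccard index of 0.0371 with the H3K4me1 lists of W22 and the root tip list 0.0318, against 0.409 to 0.722 for the 20 other H3K4me1 lists of at least 15000 intervals in the 3 lines, and the endosperm list labelled H3K4me3 lay nearest to H3K4me1 (0.249 against 0.0349 with H3K4me3). Exchanged labels may account for this in endosperm, where the list labelled H3K4me3 could be that of H3K4me1, although its 0.249 lies under the range of the 20 lists. In root tips the replicate 2 lists labelled H3K27ac, H3K4me1 and H3K4me3 had indices of only 0.00238, 0.0318 and 0.0231 with H3K4me1. These values argue against an exchange among the 3 root tip lists, and an exchange with another sample was not tested. The root tip list labelled H3K27ac matched no mark (highest index 0.0192) and stays open. Weak libraries are argued against in endosperm by a median ratio of interval numbers of 1.12 between replicates 2 and 1; in root tips the median was 0.575 with ratios from 0.118 to 1.15, so a weak library cannot be told apart there. The first criterion tried, the mark with the highest index, decided little, since it named another mark for 5 of these 6 lists but also for 11 of 64 others (17.2%), H3K27ac and H3K4me3 lying together; the labels were kept, and no biological explanation was tested, since replicates of 1 group share line and tissue.

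Intervals on scaffolds, which the comparisons do not use, were frequent in 9 of 76 lists of at least 1000 intervals, over 10% against a median of 0.581% in the other 67, and in the 2 shorter lists, H3K27ac and H3K4me1 of NC350 endosperm replicate 2 (65.4% and 69.2%). In NC350 endosperm replicate 1 they made up 72.7% for H3K27ac, 68.7% for H3K4me1 and 46.8% for H3K4me3. In B73 ears they made up 17.1% and 12.8% for H3K27ac and 16.0% and 11.3% for H3K4me1 in replicates 1 and 2. NC350 nodes H3K4me1 replicate 2 gave 10.2% and W22 root tips H3K27ac replicate 2 gave 13.7%. A low number of chromosomal intervals as the whole cause is argued against by the scaffold intervals themselves, 3.46-fold (median over marks) more than in any other NC350 list of the mark, whereas an input library shared by H3K27ac and H3K4me1 may be involved in B73 ears, because the H3K4me3 lists called against another input gave at most 0.775%; no biological explanation was tested.

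Peaks of GT1 and TU1A, although from ears, lay far more often in H3K27ac of nodes than of ears (88.9% against 13.7% of GT1 peaks, 93.6% against 22.7% of TU1A peaks). With 15000 H3K27ac intervals in each library the ratios of nodes to ears were 2.48 and 1.89, so the number of intervals may account for part of the difference but not by itself for all of it. Node intervals are also wider, and covered length cannot be told apart from the tissue. Set against shuffled peaks, nodes exceeded ears 1.16-fold for TU1A and 1.87-fold for GT1. The node folds have a ceiling, because 93.6% of TU1A and 88.9% of GT1 peaks already lay in nodes. The TU1A ratio therefore cannot show how much of its difference covered length accounts for. For GT1, covered length may leave part of the difference. The proliferating ears of the double mutant differ from normal ears in genotype, and that biological explanation was not tested.

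For the genes with tissue-specific H3K27ac at their ends, 1 of 100 groupings of the 8 libraries into pairs, the tissues themselves, reached 951 genes. The highest of the others came close with 902, and their median was 58. Of the 951 genes 839 are those of nodes, so the total rests mostly on the node pair. It cannot decide whether the 61 genes of root tips, 39 of endosperm and 12 of ears exceed chance. For H3K4me3 the tissues gave 1188 genes and the highest other grouping 1040.

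Groups were formed by tissue and mark, and in B73 also over all tissues for the distal share and H3K4me1 differences. Libraries far from the others were found in 4 of 14 such groups, all 4 of tissue and mark, where chance gives about 1 in 20. On the log10 scale these were NC350 endosperm replicate 2 with 0.95 for H3K27ac and 0.60 for H3K4me1, and W22 root tips replicate 2 with 3.83 for H3K27ac and 4.61 for H3K4me3.

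Tissue differences in the number of intervals went opposite ways between lines, with each library on its side; the difference between lines was not tested. For H3K27ac, nodes minus root tips was 0.57 in W22, -0.13 in B73 and -0.071 in NC350 (log10); the W22 values with root tips rest in part on replicate 2, which held 6746 intervals against 57204 in replicate 1 and whose label is doubtful. Ears minus root tips was 0.52 in W22, -0.46 in B73 and -0.12 in NC350. For H3K4me1, nodes minus root tips was 0.10 in W22 and -0.29 in B73. Ears minus endosperm was 2.21 in NC350 and -0.32 in W22. Endosperm minus root tips was 0.14 in W22, -0.41 in B73 and -2.55 in NC350; the NC350 values of 2.21 and -2.55 rest on a replicate 2 of 4 intervals, and the W22 values with endosperm, for both methylation marks, in part on replicate 2 lists with doubtful labels. For H3K4me3, nodes minus endosperm was 0.76 in NC350, 0.070 in W22 and -0.023 in B73. Ears minus endosperm was 0.76 in NC350, 0.053 in W22 and -0.38 in B73.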

How the results depend on the processing

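The values without NC350 endosperm, without W22 endosperm and root tips and without B73 nodes, and those of whole-gene windows, of tissues exchanged within lines and of the same tissues for every mark, were chosen after seeing the data. Of 273 recomputed values, 211 kept direction and side of the threshold, 30 moved, 28 lost significance, 1 gained it and 3 changed sign. Tissue pairs passing for interval number fell from 4 to 2 with a -log10 q of 5 or more (1 of the 4, and H3K4me3 of nodes against endosperm) and to 0 with tissues exchanged within lines, and rose to 14 without W22 endosperm and root tips; without replicate 1 or 2 they were 0 and 0, since 3 against 3 libraries allow no p under 0.1. Under the replicate block 0 pairs passed, with the same log10 differences. The smallest raw p of this exact sign-flip permutation test, 0.03125, could pass adjustment only if most of the 18 tests reached it. Replicate numbers do not pair the tissues, since the correlation of same-numbered deviations between tissues ran from -0.52 to 0.88 (n = 9), over 0.1 in 3 of 6 pairs. Of 70 lists, 34 overlapped same-numbered lists of other tissues more. Between marks the correlations of 0.86 to 0.93 (n = 12) rested on NC350 endosperm: without it they were -0.048, 0.69 and 0.079 (n = 11). The block changed no other call. The mark difference at H3K27ac regions was 10.4 and 18.3 points without replicates 1 and 2, the former not significant, 51.5 at a -log10 q of 5 or more and 12.6 with 15000 intervals. Sharing between tissues, H3K27ac minus H3K4me1, changed sign to 0.0112 at a -log10 q of 5 or more; H3K27ac minus H3K4me3 changed sign to -0.045 with the same tissues for every mark. The specificity difference was 0.658 points (p = 0.912, exact test) at a -log10 q of 5 or more and 2.69 without B73 nodes, but 19.1 without replicate 1, 13.4 with each replicate's own intervals and 13.2 with 15000 intervals. The H3K4me1 difference between local and distal intervals was 24.0 points at a -log10 q of 5 or more. That threshold falls unequally on broad and narrow lists, which limits its use in comparisons with H3K4me1. Tissue-specific gene ends rose from 951 to 2728 at a -log10 q of 5 or more (2643 in nodes), to 2261 with 15000 intervals, and to 1509 or 1599 without root tip replicate 1 or 2; the range over left-out libraries was 1002 to 1599. With H3K4me3, 1 gene list passed in place of 0. For TIL11, the covered length at a -log10 q of 5 or more was -0.60 (exact p = 0.0714) and the width 0.073, reversed; over left-out libraries the number ranged from -1.21 to -0.21, the covered length from -1.0 to -0.26 and the width from -0.092 (without NC350 replicate 2, exact p = 0.0476) to -0.032. Motif tests with both window sizes and replicates were not run, for want of the genome sequence. With no reads, a missing interval does not show that a mark is absent.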

Other observations

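The tests of zein and MADS-box genes were chosen after part of their results had been seen; the test of homeobox genes was chosen before.

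The alpha-zein genes of B73, a family whose proteins fill the kernel, carried H3K4me3 mostly in endosperm. Of 41 genes named as alpha-zeins, 31 had H3K4me3 at an end in both endosperm replicates, 0 in nodes and in ears and 1 in root tips. H3K4me3 was specific to endosperm at 30 of them, 3 of 5 on chromosome 1, 19 of 27 on chromosome 4 and 8 of 9 on chromosome 7, and H3K27ac at 9. Many of the 41 are annotated as pseudogenes, both among the 30 (such as z1B_7) and among the rest (such as z1D_5). All were counted together with the protein-coding copies. H3K27ac lay at an end in both endosperm replicates at 10 of the 41, a lower share than the 14793 of all 47019 genes. Among all other genes 381 (0.811%) had endosperm-specific H3K4me3. Without the 10 seen before, 20 of 31 were specific, so regulation of the family in endosperm may show here (odds ratio 222, p = 2.01e-34, Fisher's exact test), with the limit that tandem copies share reads and so are not independent.

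TU1A peaks lay near MADS-box genes, the family of TU1A itself, which includes the regulators of floral organs. Of 29 genes named MADS or zmm, 9 had a TU1A peak within 2 kb, among them zmm16 (sts1), zmm29, MADS4 and tu1, against 719 of 29858 other protein-coding genes with H3K27ac at their ends in nodes (odds ratio 18.2, adjusted p = 7.44e-08, Fisher's exact test, 4 tests). Without tu1 and MADS4, whose peaks had been seen before, 7 of 27 had one (odds ratio 14.1, p = 2.87e-06, Fisher's exact test), and the highest of 10000 random sets of genes matched on length held 5. TU1A may thus bind other members of its own family. GT1 peaks lay near 2 of the 29 (adjusted p = 0.0532, Fisher's exact test).

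For GT1, a homeodomain protein, the like test decided nothing: 0 of 29 genes named HB, HOX or hdz had a GT1 peak within 2 kb (odds ratio 0, upper 95% limit 12.3, p = 1, Fisher's exact test), against 327 of 29858 others, and random sets matched on length held 0.356 on average, so too few peaks lie near so few genes. TU1A peaks lay near 3 of these 29 (odds ratio 4.64, adjusted p = 0.0532, Fisher's exact test).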
